# Effects and Mechanism of Particulate Matter on Tendon Healing Based on Integrated Analysis of DNA Methylation and RNA Sequencing Data in a Rat Model

**DOI:** 10.3390/ijms23158170

**Published:** 2022-07-25

**Authors:** Su-Yel Lee, Min-Hyeok Lee, Seong-Kyeong Jo, In-Ha Yoo, Boler-Erdene Sarankhuu, Hyun-Jin Kim, Yea-Eun Kang, Seong-Eun Lee, Tae-Yeon Kim, Moon-Hyang Park, Choong-Sik Lee, Seung-Yun Han, Ji-Hyun Moon, Ju-Young Jung, Geum-Lan Hong, Nam-Jeong Yoo, Eun-Sang Yoon, Jae-Kyu Choi, Ho-Ryun Won, Ji-Woong Son, Jae-Hwang Song

**Keywords:** particulate matter, tendon healing, Achilles tendon, rat, DNA methylation, RNA sequencing, CREB signaling

## Abstract

Exposure to particulate matter (PM) has been linked with the severity of various diseases. To date, there is no study on the relationship between PM exposure and tendon healing. Open Achilles tenotomy of 20 rats was performed. The animals were divided into two groups according to exposure to PM: a PM group and a non-PM group. After 6 weeks of PM exposure, the harvest and investigations of lungs, blood samples, and Achilles tendons were performed. Compared to the non-PM group, the white blood cell count and tumor necrosis factor-alpha expression in the PM group were significantly higher. The Achilles tendons in PM group showed significantly increased inflammatory outcomes. A TEM analysis showed reduced collagen fibrils in the PM group. A biomechanical analysis demonstrated that the load to failure value was lower in the PM group. An upregulation of the gene encoding cyclic AMP response element-binding protein (CREB) was detected in the PM group by an integrated analysis of DNA methylation and RNA sequencing data, as confirmed via a Western blot analysis showing significantly elevated levels of phosphorylated CREB. In summary, PM exposure caused a deleterious effect on tendon healing. The molecular data indicate that the action mechanism of PM may be associated with upregulated CREB signaling.

## 1. Introduction

Power generation using fossil fuels (e.g., coal, oil, and natural gas) is a large contributor to the emission of aerosol particles and its precursors [1]. The main emissions from fossil fuel combustion are called primary particulate matter (PM) and secondary PM, including sulfur dioxide (SO_2_) and nitrogen oxides (NO_x_), which are precursors of PM < 2.5 µm in size (PM2.5) [2]. Several studies have provided clear evidence of the growing PM-related health issues worldwide [3]. Specifically, exposure to PM2.5 increases the risk of developing inflammatory lung diseases and lung cancer [3]. PM inhalation can also induce other extrapulmonary diseases via systemic inflammation through cytokine release to the bloodstream [4,5]. In addition, PM is associated with the progression of various diseases through genomic, transcriptomic, and epigenomic alterations [6,7,8]. The effects of PM on the genome have been well-documented in both in vitro and human studies [8]. Therefore, the impact of PM inhalation on human health and the development of strategies for reducing PM exposure have become chief scientific and societal concerns [3]. Importantly, investigating the health effects of PM should not be limited to the lungs, where PM is directly deposited, but should also involve the systemic or peripheral organs, such as the musculoskeletal system. However, currently available data on PM-induced inflammatory responses and epigenetic effects were mainly obtained from studies on cancer and respiratory, cardiovascular, and neurodegenerative diseases [3,6,7,8]. Recently, several studies have demonstrated the effects of PM and toxin inhalation on musculoskeletal diseases. Peng et al. [9] suggested that osteoarthritis severity is promoted by PM exposure via systemic inflammatory mechanisms [9]. The detrimental effects of cigarette smoking on tendon healing and other musculoskeletal disorders have also been reported [10,11]. Additionally, Lehner et al. [5] demonstrated that intranasal allergen instillation in sensitized mice can induce systemic inflammation and tendinopathy.

Hence, we speculated that exposure to PM2.5 may also influence tendon healing. Tendon injuries, such as Achilles tendon rupture (ATR) and rotator cuff tears, are common orthopedic conditions that cause significant morbidity [12,13]. Furthermore, the incidence of tendon injuries has increased with greater societal participation in recreational and competitive sports activities [14]. However, to our knowledge, no experimental study has been conducted to determine the relationship between tendon healing and PM exposure. We hypothesized that PM exposure may substantially influence tendon healing. Here, we performed multi-pronged histological [15], ultrastructure morphological [16], and biomechanical [17] investigations using well-established methods to reveal the effects of PM in an ATR rat model. Additionally, we performed the combined analysis of DNA methylation and RNA sequencing (RNA-seq) data to elucidate the mechanism underlying the PM-induced effects on tendon healing.

## 2. Results

### 2.1. PM Exposure Induced Lung Inflammation

Gross images of the lungs from the PM group showed multiple darkly spotted lesions (Figure 1). A subsequent histological analysis revealed inflammation of the alveolar walls and increased numbers of lymphocytes and histiocytes. The interalveolar septa were also thickened after inflammatory cell infiltration.

### 2.2. PM Exposure Induced Systemic Inflammation Demonstrated by Laboratory Blood Test and ELISA (Enzyme-Linked Immunosorbent Assay)

The complete blood count (CBC) showed that the PM group had a significantly elevated white blood cell (WBC) count compared to the non-PM group (7.2 ± 1.6 vs. 4.5 ± 1.9 × 10^9^/L, *p* = 0.04). However, no significant difference was observed between the segmented neutrophil counts of the two groups (1.1 ± 0.1 vs. 0.8 ± 0.3 × 10^9^/L, *p* = 0.171). Notably, ELISA demonstrated that tumor necrosis factor-alpha (TNF-α) expression was significantly higher in the PM group than the non-PM group (*p* = 0.004).

### 2.3. PM Exposure Had Detrimental Histological Effects on Tendon Healing in Rats with ATR

The modified Bonar score was significantly higher in the PM group than the non-PM group (17.5 ± 0.9 vs. 9.0 ± 3.0, *p* = 0.032) (Figure 2). Based on the histological characteristics, the Bonar scores for cell morphology (*p* = 0.007), collagen fiber arrangement (*p* = 0.007), and ground substance (*p* = 0.016) were increased in the PM group. Furthermore, the Bonar scores for cellularity (*p* = 0.116), vascularity (*p* = 0.230), calcification (*p* = 0.116), and adipocytes (*p* = 0.519) were higher in the PM group than the non-PM group (not statistically significant).

### 2.4. Transmission Electron Microscopy (TEM) Analysis Revealed Decreased Mean Diameter of Collagen Fibrils in PM Group

Cross-sectional TEM images of the collagen fibrils in both groups were obtained (Figure 3). The distributions of the collagen fibril diameters within each group were not uniform (Figure 3B). The mean diameter of the collagen fibrils was significantly lower in the PM group than the non-PM group (50.9 ± 6.6 vs. 52.4 ± 8.7 nm, *p* = 0.02) (Figure 3C).

### 2.5. The Load to Failure of the PM Group Was Significantly Decreased Compared to the Non-PM Group

The gross findings of both groups demonstrated the continuity of the Achilles tendons (Figure 4). The load to failure of the PM group was significantly decreased compared to the non-PM group (36.0 ± 9.0 vs. 47.3 ± 4.1 N, *p* = 0.04). The other biomechanical outcomes, including the cross-sectional area (CSA) (11.3 ± 1.5 vs. 11.7 ± 3.9 mm^2^, *p* = 0.429), stiffness (14.2 ± 9.4 vs. 15.0 ± 8.3 N/mm, *p* = 0.452), and stress (3.3 ± 1.2 vs. 4.7 ± 2.8 N/mm^2^, *p* = 0.189), were also reduced in the PM group (not significant).

### 2.6. Integrated Analysis of DNA Methylation and RNA-Seq Data Implied That PM May Have a Considerable Effect on Tendon Healing through cAMP Response Element-Binding Protein 1 (CREB1) Upregulation

After normalization, 389,347 probes were retained for further analysis, and 28,046 differentially methylated probes (7.20%) were identified. Among these, 23,844 (6.12%) were hypomethylated and 4202 (1.07%) were hypermethylated. In addition, 4703 (30.10%) and 573 (3.52%) genes were found to be hypomethylated and hypermethylated at the gene level, respectively.

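DNA methylation was measured in tendon tissue from 3 rats of the PM group and 3 rats of the non-PM group. The methods describe the PM group as exposed to PM in sessions of 30 min, 3 times per week, for 6 weeks, and the tendons as harvested on day 43. Methylated DNA fragments were enriched with MBD2bt, a protein fragment that binds methylated CpG sites, and were amplified before labeling, so that the signal of a probe reflects how much methylated DNA of that region was captured. Each of the 3 arrays held DNA of 1 PM rat labeled with Cy5 and of 1 non-PM rat labeled with Cy3. The dyes were not swapped on any array, so a dye bias of a probe and the exposure cannot be told apart by the design. Arrays 1 and 2 lay on slide 1 and array 3 on slide 2. The authors deposited the intensities of the scanner software, which had been background-subtracted and linearly dye-normalized, and a table of LOWESS-normalized PM/non-PM ratios. All 389347 probes were present in both. From the processed intensities, the log2 ratio PM/non-PM of each probe was computed and normalized by an intensity-dependent loess (span 0.3) within each array, with spots that the software marked as outliers left out (22 on array 1, 23 on array 2 and 49 on array 3). A positive value means more captured DNA in the PM rat (hypermethylated) and a negative value less (hypomethylated). Pearson's r across probes between these values and the log2 of the deposited ratios was 0.999 on arrays 1 and 2 and 0.996 on array 3.

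The background-subtracted intensity had a median of 19.7, 21.9 and 25.4 in the PM channels of arrays 1 to 3 and of 33.2, 22.8 and 20.2 in the non-PM channels. The software marked 53.5%, 58.5% and 60.3% of the probes as well above background in the PM channels and 82.0%, 73.7% and 71.3% in the non-PM channels, and 156453 probes (40.2%) were so in both channels of all 3 arrays. The number of arrays limits the precision of every value, since each comparison rests on 3 ratios. Between arrays 1 and 2, Pearson's r of the log2 ratios across probes was 0.83 (Spearman's rho 0.83), whereas it was 0.22 between arrays 1 and 3 (rho 0.22) and 0.22 between arrays 2 and 3 (rho 0.21). Probes are not independent replicates, so these describe the 3 arrays. The SD of the log2 ratios was 1.76, 1.72 and 0.99 on arrays 1 to 3. In the signals of the single channels, the non-PM channels of arrays 1 and 2 had r = 0.940 with each other, and between 0.450 and 0.566 with the 3 PM channels. The non-PM channel of array 3 had r between 0.889 and 0.902 with the PM channels, which had r between 0.885 and 0.908 among themselves.

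**Figure D1:**
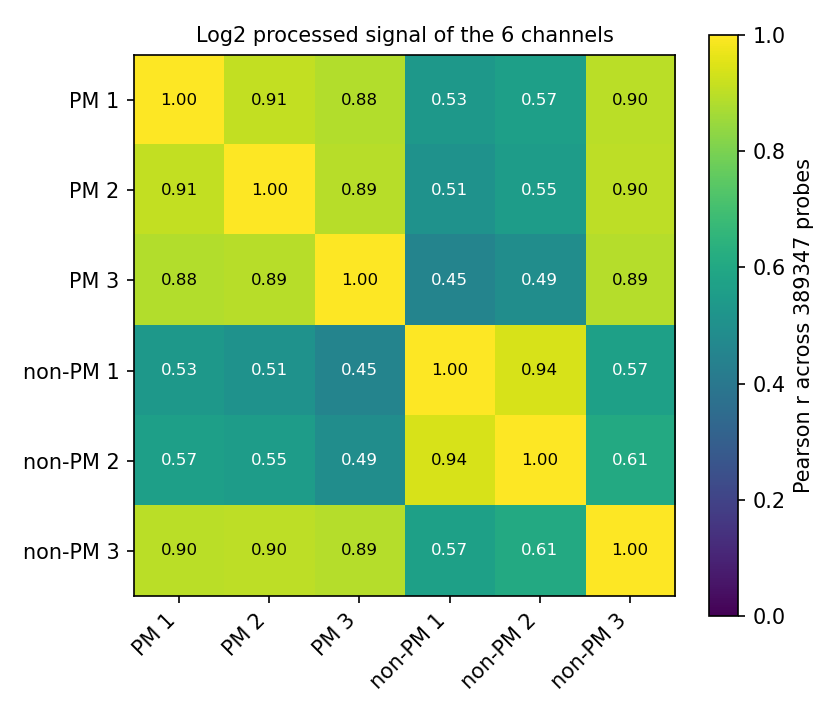
Pearson's r across 389347 probes between the log2 processed signals of the 6 channels (3 PM rats in Cy5 and 3 non-PM rats in Cy3), with the value in each cell and on the color scale from 0 to 1. The non-PM channels of arrays 1 and 2 have r = 0.940 with each other and r of 0.568 and 0.606 with the non-PM channel of array 3.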

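The 3 log2 ratios of each of the 389347 probes were tested against 0 with limma. After Benjamini-Hochberg adjustment, 0 probes passed an adjusted p of 0.05, and the smallest adjusted p was 0.0645. At the unadjusted threshold of 0.05, 110650 probes (28.4%) passed, and all of these also had a mean change of at least 2-fold. Chance alone would give 19467 only if the errors of the 3 arrays were independent. The ratios of arrays 1 and 2 had r = 0.83 with each other but 0.22 with array 3, so this is in doubt. With the sign of array 3 flipped, 44033 probes still passed both limits, against 226 and 223 with array 1 or array 2 flipped. The excess over 19467 is therefore no evidence of an effect of the exposure. The methods do not say in which form the test was run on the array. In a one-sample form on the ratios, the methods' t-test gave 42402 probes at the unadjusted threshold, of which 31025 (7.97%) also changed at least 2-fold. In a two-sample form on the separate channels it gave 56935 and 44959 (11.5%). After adjustment, 0 passed in either form. With the slide as a block, a fit with 1 residual degree of freedom, the number past the adjusted threshold was no longer 0. Array 3 lay alone on its slide, so that fit takes its difference from arrays 1 and 2 out of the error. The error then rests on the difference between arrays 1 and 2, so this does not show that a slide effect hid changed probes. The calls also depended on array 3. With limma on arrays 1 and 2 alone, 181739 probes passed the adjusted threshold, against 2488 without array 1 and 1672 without array 2. The number of probes past the unadjusted threshold and 2-fold was lowest with a normexp background correction, at 22991. Without the 2-fold limit it was 85168 under that correction. Its offset of 50 lies above the median background-subtracted intensity of every channel (19.7 to 33.2), and such an offset draws the ratios of dim probes toward 1. An exact sign-flip test of 3 ratios cannot give a two-sided p below 0.25, so no single probe could be tested that way.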

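Of the 110650 probes past the unadjusted threshold in limma, 60596 (54.8%) had a lower signal in the PM group and 50054 a higher signal. The hypomethylated probes made up 15.6% of all probes and the hypermethylated probes 12.9%. Among probes that changed at least 2-fold on a single array, 50.6%, 50.2% and 56.8% were hypomethylated on arrays 1 to 3, with an SD of 3.69 percentage points between arrays. The split moved with the test and the scaling. By the methods' t-test it was 31671 hypomethylated to 10731 hypermethylated probes in the one-sample form (74.7% hypomethylated) and 34173 to 22762 in the two-sample form (60.0%). With the 2-fold limit added it was 25727 to 5298 and 29506 to 15453. With the log ratio of the scanner software as deposited it was 73605 to 37661 (66.2%). Among the probes well above background it turned to 17816 hypomethylated and 30509 hypermethylated (36.9%). That filter removes probes by the PM signal that falls in hypomethylated probes, so this turn does not decide the direction. Without array 3 the split was 50.0% hypomethylated, and 75.0% and 70.0% without array 1 and array 2.

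The 60596 hypomethylated probes had a median log2 ratio of -2.26 on array 1, -2.29 on array 2 and -1.10 on array 3, and 93.2% of them were negative on all 3 arrays. The 50054 hypermethylated probes had medians of 2.48, 2.27 and 0.38, and 84.7% were positive on all 3 arrays. A change of at least 2-fold on every array was reached by 45.4% of the hypomethylated and 8.14% of the hypermethylated probes. In 73.6% of the hypomethylated probes the PM channel was not well above background on at least 1 array, and in 48.5% of the hypermethylated probes the non-PM channel was not, so the size of their change is a bound on those arrays. Over all probes, 49.2% had the same sign on the 3 arrays, where signs independent on all arrays would give 25%, and 41.9% would be reached with an array 3 unrelated to arrays 1 and 2, which shared their sign in 83.8% of the probes.

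**Figure D2:**
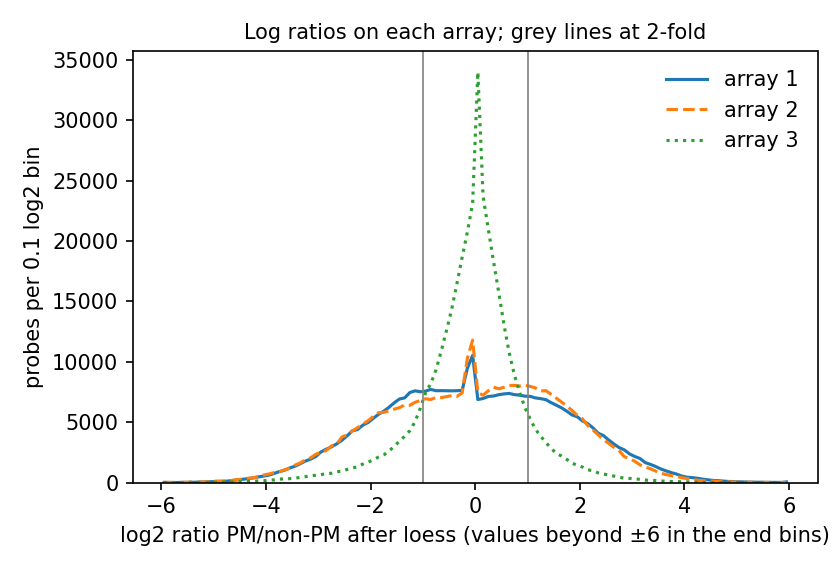
Number of probes per 0.1 of log2 ratio PM/non-PM after loess on each of the 3 arrays, with grey lines at a 2-fold change in each direction. The ratios on array 3 (SD 0.99) are narrower than those on array 1 (SD 1.76) and array 2 (SD 1.72).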

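The scanner files name the probes by a running number and not by gene or position, so the genes were not counted here. As a stand-in that was chosen after the files were read, runs of at least 2 probes with consecutive numbers, all past the unadjusted threshold and 2-fold in the same direction, were counted. There were 13812 runs of hypomethylated probes, which held 71.7% of these probes, and 10261 runs of hypermethylated probes, which held 58.9%. With the probe order shuffled 100 times, the number of runs was 7969 on average (range 7782 to 8153) for the hypomethylated and 5622 (range 5464 to 5800) for the hypermethylated probes. Shuffling removes the likeness of probes with consecutive numbers that each array had by itself (r = 0.605, 0.601 and 0.319 on arrays 1 to 3). More runs than after shuffling therefore say nothing about the exposure. The longest runs had 18 and 20 probes. By the methods' t-test, there were 4821 runs of hypomethylated and 280 of hypermethylated probes in the one-sample form, and 5907 and 1693 in the two-sample form. Whether consecutive numbers lie next to each other in the genome is not known from the files.

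In the hypomethylated direction, the neighboring pair that came first by the measured ratio of its weaker probe, among pairs changed the same way on all 3 arrays, was probes CUST_RP21337930 and CUST_RP21337931. Their mean log2 ratios were -4.94 ± 0.47 and -4.99 ± 0.51 (SD, n = 3 arrays), with an adjusted p of 0.0645 for each in limma. Both were well above background in both channels on all 3 arrays, but the ratios of pairs with a dim PM signal are bounds, so the rank is uncertain. In the hypermethylated direction it was probes CUST_RP21095804 and CUST_RP21095805, at 4.74 ± 2.58 and 3.74 ± 1.44 (SD, n = 3 arrays), with adjusted p of 0.0678 and 0.0645 in limma. Their non-PM signal was well above background on only 1 of the 3 arrays, so that their log2 ratios on the other arrays are bounds and the means of this pair are uncertain as well as its rank. None of these 4 probes passed the adjusted threshold. In the paper, 2 adjacent probes past the fold-change limits define a differentially methylated gene, and the genes found in this way enter its comparison with the transcriptome.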

An RNA-seq analysis revealed the significant differentially expressed genes (DEGs) between the PM and non-PM groups based on the *P*-values and fold change (FC) values. A Kyoto Encyclopedia of Genes and Genome (KEGG) analysis and an ingenuity pathway analysis (IPA) demonstrated that various canonical pathways were significantly associated with the effects of PM exposure on tendon healing. Specifically, DEGs in pathways related to cancer, protein processing in the endoplasmic reticulum, cyclic adenosine monophosphate (cAMP) signaling, calcium signaling, and phosphoinositide 3-kinase (PI3K)-protein kinase B (Akt) signaling were upregulated in the PM group, whereas coronavirus-disease- and ribosome-related pathways were downregulated (Figure 5A). Additionally, the IPA revealed that the cAMP response element-binding protein (CREB), corticotrophin-hormone-releasing, and cAMP signaling pathway proteins were significantly upregulated in the PM group (Figure 5B and Supplementary Spreadsheet S1, available online). Among these, the CREB signaling pathway had the highest Z-score. Moreover, a heatmap analysis exhibited that the PM group showed significantly increased expression of various genes related CREB signaling (Figure 5C) and cAMP signaling (Figure 5D).

A combined analysis of the DNA methylation and RNA-seq data revealed that 67 genes exhibited hypomethylated/upregulated expression, whereas 9 genes had hypermethylated/downregulated expression (Figure 5E,F). To determine the potential biological function of the hypomethylated/upregulated genes, we performed a KEGG pathway analysis and discovered that these genes were significantly enriched in several pathways, including gap junction formation, melanogenesis, and PI3K-Akt signaling (Figure 5G).

Taken together, these results imply that PM may have a considerable effect on tendon healing through CREB1 upregulation via specific mechanisms such as cAMP and PI3K-Akt signaling.

### 2.7. p-CREB Expression Was Significantly Elevated in the PM Group Compared to the Non-PM Group in the Western Blot Analysis

A quantitative analysis of the proteins related to the cAMP and PI3K-Akt signaling pathways was performed to validate the molecular data (Figure 6). Additionally, the expression of proteins involved in tendon regeneration was investigated. Compared to the non-PM group, the cAMP (*p* = 0.021) and p-Akt (*p* = 0.007) expression levels in the PM group were also significantly higher than those in the non-PM group. In addition, the p-CREB expression was significantly elevated in the PM group compared to the non-PM group (*p* = 0.031). Compared to the non-PM group, the serum TNF-α level was significantly higher in the PM group (*p* = 0.009), whereas collagen type I (COL1) expression (*p* = 0.004) was significantly lower in the PM group.

## 3. Discussion

The findings in this study support our hypothesis that tendon healing is substantially affected by the PM exposure. Notably, we discovered that PM exposure had detrimental histological and biomechanical effects on tendon healing in rats with ATR. Our findings also suggest that the upregulated CREB signaling pathway is closely related to the effect of PM.

The incidence of acute ATR has increased in the past decades and was reported at 0.27 per 100 person-years [18]. The optimum treatment still remains controversial, and operative and conservative treatments have distinct advantages and disadvantages [12]. Regardless of treatment method, rapid tendon healing and early rehabilitation after ATR are essential for successful clinical outcomes [12]. Recently, there is increasing interest in factors affecting tendon healing after ATR; however, the majority of previous studies mainly focused on comparing the treatment methods instead of investigating environmental factors [12,19].

In acute tendon injuries, the acute inflammatory, proliferative, and remodeling phases define the regeneration process [20]. Acute and chronic systemic inflammation and the immune conditions of individuals play important roles during these phases [20,21]. The prolonged state of low-grade inflammation in tendinopathy may be a risk factor for a ‘failed healing response’ following acute tendon insult, predisposing affected individuals to disrupted healing [20]. A recent study reported that intranasal allergen instillation in sensitized mice induced systemic inflammation and tendinopathy in a mouse model [5]. Thus, we hypothesized that exposure to and inhalation of certain environmental factors, such as PM, may detrimentally affect tendon healing via systemic conditions. PM inhalation can induce the development of extrapulmonary diseases via systemic inflammation through cytokine release into the bloodstream [4,5]. In addition, PM can promote the progression of many diseases by inducing epigenetic alterations [6,7,8]. Hence, we investigated the outcome of tendon healing through systemic inflammation and epigenetic changes after PM exposure using an ATR rat model [22].

Here, PM2.5 was used for the PM exposure experiments due to its small size, which may be capable of reaching the end of the respiratory tract via airflow and subsequently accumulate by diffusion, thereby damaging other parts of the body through air exchange in the lungs [23]. To ensure the sufficient PM2.5 concentration in the closed chambers, real-time monitoring using a PM sensor was performed to maintain the concentration level above 300 µg/m^3^, following the current World Health Organization guidelines stating that annual average concentrations of PM2.5 should not exceed 5 µg/m^3^, while 24 h average exposures should not exceed 15 µg/m^3^. Furthermore, to check the adequate flow of PM in the closed chamber, the analysis of PM circulation and streamlines in the chamber was performed by computer simulation.

The lung and systemic inflammation caused by PM exposure were examined via a histological analysis and blood tests, respectively. The histological analysis of the lung tissues revealed the inflammation of the alveolar walls and an increased number of macrophages in PM-exposed rats. Furthermore, the interalveolar septa were thickened after inflammatory cell infiltration. Compared to the non-PM group, lymphocytic vasculitis and foamy histiocytes were more frequently observed in the PM group [24]. These results demonstrate that PM infiltrated and affected the lungs in the PM group using our method. A significantly elevated WBC count and higher TNF-α expression were also observed in the PM group. As a pro-inflammatory cytokine, TNF-α was measured via serum ELISA to investigate the systemic inflammation caused by lung injury [25]. These data indicate that PM induced systemic inflammation via cytokine release to the bloodstream as well as pulmonary inflammation. Interestingly, PM treatment reportedly promotes inflammatory infiltration in the lungs and increases the serum levels of TNF-α and interleukin 1 beta (IL-1β) [25].

A macroscopic analysis 6 weeks post-operation revealed that the tendons in both groups presented as hard, thickened, and pink structures with continuity, and no gap was evident in the tendon callus of either group. The histopathological changes associated with tendon injury include cellular changes, collagen disruption, and enhanced glycosaminoglycan levels [15,26,27]. The Achilles tendon in the PM group exhibited significantly more inflammatory outcomes than that in the non-PM group. Among the histological parameters, cell morphology, collagen fiber arrangement, and the accumulation of ground substances showed significant differences between the two groups. In the PM group, round and enlarged nuclei with visible cytoplasm were evident, and a marked disarrangement of collagen with abundant ground substances in the extracellular matrix was observed. Additionally, intratendinous calcification and ossification (chondroid metaplasia and bone formation) were more frequently observed in the PM group than the non-PM group. These outcomes suggest that a prolonged maturation of fibroblasts into fibrocytes and an altered collagen arrangement, which are indicative of delayed histological recovery, occurred in the PM group [19].

Since cross-sections show the diameter and distribution of collagen fibrils, TEM analysis is a useful method for evaluating the tendon ultrastructure [16]. Here, a TEM analysis revealed the decreased mean diameter of collagen fibrils in the PM group. A biomechanical assessment also showed a significantly lower load to failure value in the PM group compared to the non-PM group. We speculate that PM-induced systemic inflammation and epigenetic changes may have delayed the restoration and maturation of the collagen fibers, leading to poor biomechanical results. Previous studies reported that inferior biomechanical recovery ultimately results in delayed functional recovery during tendon healing [28]. Clinically, the decreased diameter of collagen fibrils might induce decreased motor power of ankle plantarflexion, which might substantially affect the daily life and sports activity of injured patients.

To elucidate the action mechanism of PM, we examined the PM-induced epigenetic changes on tendon healing. Next-generation sequencing technologies have revolutionized genome sequencing, producing large quantities of genetic data [29]. As one of the most studied epigenetic changes in human cells, the changes in DNA methylation patterns are crucial in the development of various diseases [29]. Additionally, RNA-seq is an advanced technique for analyzing and quantifying transcriptomes. In this study, a combined analysis of DNA methylation and RNA-seq analyses revealed the significantly increased expression of PI3K-Akt and *CREB1* in PM-exposed rats. A further analysis showed that the CREB and cAMP signaling pathways were also significantly upregulated in the PM group. Since several protein kinases can phosphorylate CREB, it is a convergent target for multiple intracellular signaling cascades [30]. CREB contains multiple phosphorylation sites for different signaling pathways, including PI3K-Akt and cAMP [30]. A Western blot analysis validated these results, revealing that the expression of proteins related to the PI3K-Akt, cAMP-PKA, and CREB pathways were upregulated. Overall, these findings imply that PM may influence tendon healing via *CREB1* upregulation through the cAMP and PI3K-Akt signaling pathways.

Alveolar macrophages and different types of epithelial cells constitute the primary targets of inhaled lung toxicants and are particularly important in the induction of inflammatory responses to PM exposure [31]. Macrophages release various inflammatory cytokines upon particle exposure, including TNF-α, IL-6, and IL-1β [25,31]. The increased number of histiocytes in the lungs and the elevated TNF-α level in the blood after PM inhalation demonstrate that systemic inflammation was successfully induced in our in vivo model. TNF-α secreted into the blood promotes systemic inflammation and organ dysfunction by affecting various cellular signaling pathways [32,33]. By binding to cell receptors, TNF-α activates downstream pathways (e.g., PI3K-Akt, cAMP, and p38/MAPK) and induces different biological effects depending on the cell type [32,33]. Tenocytes also have receptors for TNF-α, and in vitro stimulation of tenocytes by TNF-α can aggravate inflammation in tendinopathy [34]. Hence, we presume that PM-induced circulatory TNF-α secretion activated the PI3K-Akt and cAMP signaling pathways in the Achilles tendon, thereby stimulating the associated CREB pathway.

CREB reportedly induces the transcription of immune-related genes that possess CRE elements, including TNF-α and IL-6, which are well-known pro-inflammatory cytokines that stimulate inflammation in tendon healing [35,36,37]. Thus, the sustained increase in TNF-α can induce inadequate inflammation in the tendon [38]. John et al. [39] reported that TNF-α-treated tenocytes exhibit increased TNF-α and matrix metalloproteinase 1 levels and decreased COL1 levels [39]. Several studies reported that TNF-α also inhibits collagen expression and promotes collagenase expression in fibroblasts [40,41]. In this study, elevated TNF-α expression and inhibited COL1 expression were detected in the PM group.

To our knowledge, this is the first study to investigate the effects of PM exposure on tendon healing. Our multi-pronged histological [15], ultrastructure morphological [16], and biomechanical [17] approaches using well-established methods successfully revealed the effects of PM in an ATR rat model. The use of PM2.5, which is capable of reaching the end of the respiratory tract with airflow, and an analysis of PM circulation in the chamber using a computer simulation further improved the methodology. Additionally, the combined analysis of DNA methylation and RNA-seq data to elucidate the mechanism underlying the PM-induced effects on tendon healing revealed novel targets, including the CREB pathway.

## 4. Materials and Methods

### 4.1. Animals and Experimental Outline

All experiments involving animals were approved by the Institutional Animal Care and Use Committee of Konyang University (approval number: P-21-04-A-01). The protocol followed the tenets of the “Guide for the Care and Use of Laboratory Animals” (National Institutes of Health (NIH), Bethesda, MD, USA) [42]. The schedule for the in vivo experiments is shown in Figure 7. Briefly, 20 sexually mature male Sprague–Dawley rats (250–300 g, 8 weeks old) purchased from Samtako (Osan, Korea) were subjected to open Achilles tenotomy [22]. Then, animals were randomly assigned to one of two groups according to exposure to PM: a PM exposure group (PM group, n = 10) and a control group (non-PM group, n = 10). The PM group was exposed to PM2.5 thrice weekly for 6 weeks. On day 43, the rats were anesthetized using 3% isoflurane (70 N_2_O:30 O_2_). Before euthanasia, blood samples (10 mL; n = 5 per group) for laboratory tests and ELISA were collected from the abdominal aorta, and the lungs and tendons were harvested, following saline intracardiac perfusion, for further examination [43]. A histological analysis of the lungs was performed (n = 3 each), and the collected tendons were analyzed via histological examination and TEM (n = 3 each), biomechanical assessment (n = 4 each), DNA methylation microarray and RNA-seq (n = 3 each), and Western blot analysis (n = 3 each).

### 4.2. Open Achilles Tenotomy

Before the operation, all rats were anesthetized using 3% isoflurane (70 N_2_O:30 O_2_). The right leg of each rat was shaved and sterilized using alcohol. A 15 mm posterior longitudinal incision was made using a No. 11 scalpel blade, and the fascia was dissected to expose the Achilles and plantaris tendons. The tendons were completely transected perpendicular to the collagen fibers proximal (5 mm) to the calcaneal insertion [22]. The skin was closed by simple sutures using Nylon 4-0 (Ethicon, Somerville, NJ, USA). Cast immobilization was not applied to the legs. All animals were permitted to move within their cages and had ad libitum access to food and water.

### 4.3. PM Collection and Exposure

The PM2.5 sample was collected from an experimental coal-fired power plant at the Korea Institute of Energy Research (Daejeon, Korea) [44]. Particles < 10 µm were collected via treatment with multi-cyclones. A size analysis using a laser diffraction spectrometer revealed that 90% of the particles were <10.49 µm, whereas 50% were <2.14 µm. The PM group was exposed to PM2.5 for 30 min daily [45] and thrice weekly for 6 weeks in closed chamber systems (Figure 8). An InnoSpire Essence Compressor Nebulizer System (Philips Respironics, Murrysville, PA, USA), with a maximum pressure of 371 kPa and a maximum flow rate of 8.0 L/min, was used to scatter 120 mg of PM in the closed chamber. The PM concentration was closely monitored in real time using an FM-322 Laser PM Sensor (CAS, Seoul, Korea). During monitoring, an additional 240 mg of PM (120 mg every 10 min) was scattered in the closed chamber to maintain the PM2.5 level above 300 µg/m^3^.

### 4.4. Flow Simulation in the Chamber

To ensure the adequate exposure of the animals to PM, the PM circulation and streamlines in the chamber were analyzed using computer simulations (Figure 8). The airflow in the experiment can be approximated as a Newtonian compressible fluid obeying the ideal gas law because the Mach number and temperature variation were low. For the chamber defined as the spatial domain, Ω, with boundary Γ, the airflow was calculated using time-dependent compressible Navier–Stokes equations:

$$U_{,t}+F_{I,i}^{adv}-F_{I,i}^{diff}=f\;in\;\Omega$$

with the variables given by $U=\left(\begin{array}{c} \begin{array}{c} U_{1}\\ U_{2}\\ U_{3} \end{array}\\ U_{4}\\ U_{5} \end{array}\right)=\rho \left(\begin{array}{c} \begin{array}{c} 1\\ u_{1}\\ u_{2} \end{array}\\ u_{3}\\ e_{tot} \end{array}\right)$ and the advective and diffusive fluxes defined as

$$F_{i}^{adv}=u_{i}U+P\left(\begin{array}{c} \begin{array}{c} 0\\ \delta_{1i}\\ \delta_{2i} \end{array}\\ \delta_{3i}\\ u_{i} \end{array}\right),\;F_{i}^{diff}=\rho \left(\begin{array}{c} \begin{array}{c} 0\\ \tau_{1i}\\ \tau_{2i} \end{array}\\ \tau_{3i}\\ \tau_{ij}u_{j}-q_{i} \end{array}\right).\;$$

These equations were closed through the introduction of the constitutive relationships given by

$$\tau_{ij}=2\;\mu \;\left(S_{ij}\;\left(u\right)-\frac{1}{3}\;S_{kk}\left(u\right)\delta_{ij}\right),\;S_{ij}\left(u\right)=\frac{u_{i,j}+u_{j,i}}{2}.\;$$

$$\;q_{i}=-k\;T_{,i},\;e_{tot}=e+\frac{u_{i}u_{i}}{2},\;e=c_{v}\;T,\;P=\rho RT$$

where $u,\;P,\;T,\;e_{tot}$, ρ, μ, k, R, and f represent the fluid velocity, pressure, temperature, total energy, density, viscosity, molecular conductivity, individual gas constant, and external force at position x and time *t*, respectively [46,47,48]. The fluid velocity was set to zero, the temperature was set to room temperature, and the pressure was set to atmospheric pressure for the initial condition. The boundary, Γ, of the chamber can be split into two partitions, such that $\Gamma =\Gamma_{in}\cup \;\Gamma_{wall}$ and $\Gamma_{in}\cap \;\Gamma_{wall}=\emptyset .$ A constant airflow of 9.4 L/min was applied for the first 20 s at the inlet $\Gamma_{in}\;$, and zero flow was applied for the remaining 9 min and 40 s. No slip boundary conditions were set for the chamber wall $\Gamma_{wall}$, and the temperature at the boundary Γ was set at room temperature. The Navier–Stokes equations were formulated using a stabilized Galerkin finite element method and solved using the matrix-free generalized minimal residual (MF-GMRES) solution with a block diagonal preconditioner developed via element-by-element GMRES. The second-order generalized α method was utilized for the time integration of the Navier–Stokes equations [49,50]. The air was modeled using the following parameters: individual gas constant, R, 287.05 J/kg/K; dynamic viscosity, μ, 1.8 $\times 10^{-5}$ kg/m/s; molecular conductivity, k, 0.025 W/m/K; Prandtl’s number, 0.72; and room temperature, 20 °C [51].

### 4.5. Laboratory Blood Test and ELISA

Laboratory tests of whole-blood samples were performed to determine the CBC, specifically the WBC and segmented neutrophil counts, using an ADVIA 2120i Hematology System (Siemens Healthcare Diagnostics, Deerfield, IL, USA). The serum levels of TNF-α were measured using rat TNF-α (#438207, BioLegend, San Diego, CA, USA) and ELISA kits, following the manufacturer’s instructions [25].

### 4.6. Histological Analysis

For histological examinations, the rat lungs and Achilles tendons were placed in paraffin blocks and then cut using a tissue microtome (RM2255, Leica, Heidelberger, Germany). Serial paraffin sections of the lung tissues (5 μm thick) were used for hematoxylin and eosin (H&E) staining [9]. A tissue block (5 × 15 mm) consisting of Achilles tendon and peritendinous tissue between the calcaneus and musculotendinous junctions was obtained, serially sectioned (5 μm thickness), and stained with H&E, Masson’s trichrome, and Alcian blue [22]. The sections were examined using a digital camera connected to a DM4 light microscope (Leica Microsystems, Weltzlar, Germany). The lung specimens were evaluated for interalveolar septum and inflammatory cell infiltration, whereas the tendon specimens were assessed using the Bonar score, following the standardized recommendations from a previous study [15]. After an initial analysis of the entire tendon (100× magnification), the region with the greatest alteration in cell morphology was identified and characterized using the following characteristics: cell morphology, collagen fiber arrangement, the accumulation of ground substance, cellularity, and vascularization. Each characteristic was graded on a scale ranging from 0 (normal) to 3 (advanced changes). The total Bonar score per specimen was calculated using the sum of the characteristic grades, with an additional 2.5 points for those with intratendinous calcification and adipocytes. Hence, a tendon exhibiting the most severe pathology and a tendon with no observable pathology would have scores of 20 and 0, respectively [15].

### 4.7. TEM Analysis

Tissue samples from Achilles tendons were fixed with 2.5% glutaraldehyde and washed with 0.1 M phosphate buffer (pH 7.4) at 4 °C. The samples were post-fixed with 1% osmium tetroxide (Electron Microscopy Sciences, Hatfield, PA, USA) in 0.1 M phosphate buffer solution for 1 h at 4 °C, dehydrated using gradient ethanol solutions (50%, 70%, 80%, 90%, 95%, and 100%), and placed in propylene oxide. The samples were progressively embedded in 1:1, 1:2, and 0:2 ratios of propylene oxide and EMbed-812 resins, followed by polymerization at 60 °C for 48 h. The tissues were sectioned (70 nm thickness) with diamond knives using an RMC Ultramicrotome (RMC Boeckeler, Tucson, AZ, USA) and mounted on 200 mesh copper grids. The sections were post-stained using 2% uranyl acetate and 1% lead citrate and observed using an HT7700 TEM (Hitachi, Tokyo, Japan) at 80 kV. Images of the collagen fibers were obtained and used to measure the fibril diameter distribution and mean diameter [52]. Approximately 100 collagen fibrils were measured per sample (n = 3 each) using ImageJ software version 1.53 (NIH).

### 4.8. Biomechanical Assessment

The biomechanical properties of the tendons from each group were determined using the established methodology for the biomechanical assessment of ATR in rats [22]. Each tendon was harvested with the attached calcaneal bone and musculotendinous portion. Assuming an elliptical tendon cross-section, the CSA at the midportion of the tendon callus was calculated based on two perpendicular axes of thickness (major axis a and minor axis b) using the formula: CSA = π × a × b/4 [53]. Thickness was measured using an SD500-150PRO Digimatic Caliper (Sincon, Shanghai, China). The tendon with the attached calcaneal bone was wrapped in gauze soaked in saline prior to mechanical testing. The Achilles tendon was securely placed in serrated metal grips and mounted on an EZ-SX Texture Analyzer (500 N; Shimadzu, Kyoto, Japan). The calcaneus and musculotendinous junction were fixed with clamps at the distal and proximal ends of the specimen, respectively. The tendon was pulled perpendicular to the floor at a constant speed (0.1 mm/s) until failure, and the load to failure (N), stiffness (N/mm), and stress (N/mm^2^) values were recorded [19]. Stiffness was plotted by measuring the linear slope in the load–displacement curve graph prior to achieving the maximum load to failure [54]. Stress was calculated as the load to failure divided by the CSA [55]. The parameter calculation data were collected using Trapezium 2 software version 2.05 (Shimadzu).

### 4.9. DNA Methylation Microarray

A DNA methylation microarray was performed by Genomictree (Daejeon, Korea) using the tendon tissues (n = 3 per group) and a custom-designed Agilent-based microarray platform with 2 × 400 K probes per slide (popular_2X400K_chip; Agilent Design ID: 086791; Agilent Technologies, Santa Clara, CA, USA). We successfully designed 60-mer probes for 389,347 measurements using eArray software (Agilent Technologies. http://earray.chem.agilent.com/earray/), following the standard probe design criteria. Genomic DNA was extracted from the tendons using a DNA mini kit (Qiagen, Hilden, Germany), checked for purity using a Nanodrop Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA), and then fragmented (1.0 μg) via sonication (10 s on/off, 24×, 40%). The fragmented DNA was incubated with MBD2bt for enrichment and purified using nickel-coated magnetic beads. The enriched DNA fragments were amplified using a Whole Genome Amplification Kit (Sigma-Aldrich, St. Louis, MO, USA). After labeling with Cy3 and Cy5 for the control and PM groups, respectively, the DNA was hybridized to the chip using an Agilent ChiP-on-chip/aCGH Hybridization Kit. The images were scanned and quantified using an Agilent DNA Microarray Scanner and Feature Extraction Software 11.5.1.1 (Santa Clara, CA, USA), respectively. The hypermethylated/hypomethylated probes were selected via the normalization of array data following the LOWESS intensity-dependent algorithm in GeneSpring version 7.2 (Silicon Genetics, Redwood City, CA, USA) using Student’s *t*-test (*p*-value < 0.05). Two adjacent probes with FC values ≥ 2.0 or ≤0.5 were defined as differentially methylated genes. The GEO submission number is GSE200709.

### 4.10. RNA-Seq Analysis

The healed portion of the Achilles tendon was collected en bloc as 1 × 0.5 cm pieces from both groups. Total RNA was extracted from the rat tendon samples (100 mg) using the Trizol reagent (Ambion, Austin, TX, USA), according to the manufacturer’s instructions. To perform RNA quality control, RNA was quantified spectrophotometrically using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). The generation of cDNA and RNA-Seq libraries was conducted by a TruSeq Stranded mRNA LT Sample Prep kit (Illumina at San Diego, CA, USA) following the TruSeq Stranded mRNA Sample Preparation Guide, Part # 15031047 Rev. E and sequenced by the paired-end sequencing method using an Illumina NovaSeq 6000 system sequencer (Macrogen, Seoul, Korea). The RNA sequence data quality was checked using FastQC v0.11.7 (FastQC. http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and the data were trimmed using Trimmomatic 0.38 to remove low-quality bases and adaptor sequences. The preprocessed reads were aligned to a reference genome (Rnor_6.0) using the HiSAT2 version 2.1.0 alignment program (HISAT2. http://daehwankimlab.github.io/hisat2/). After mapping reads, String Tie version 2.1.3b (String Tie. https://ccb.jhu.edu/software/stringtie/) was used for transcript assembly, and the expression profiles were calculated as fragments per kilobase of transcript per million mapped reads (FPKM). Heatmaps were generated using PermutMatrix [56] version 1.9.3 (LIRMM. http://www.lirmm.fr/~caraux/PermutMatrix/). Genes with *p*-values < 0.05 and FC values ≥ 1.2 between the PM and non-PM groups were defined as DEGs. Functional characterization was performed using KEGG and IPA (Ingenuity Systems, Redwood City, CA, USA) to identify pathways with significant *p*-values and Z-scores [57]. The GEO submission number is GSE200463.

### 4.11. Combined Analysis of DNA Methylation and RNA-Seq Data

A Venn diagram of the significantly expressed genes in the DNA methylation and RNA-seq data was generated to identify the hypomethylated/upregulated and hypermethylated/downregulated genes using an online tool (Bioinformatics & Systems Biology, Gent, Belgium. https://bioinformatics.psb.ugent.be/webtools/Venn/). The identified genes were subjected to a KEGG pathway analysis using GSEApy (gseapy. https://pypi.org/project/gseapy/), and pathways with *p*-values < 0.05 were considered significant.

### 4.12. Western Blot Analysis

The protein expression levels of cAMP, phosphorylated Akt, phosphorylated CREB, TNF-α, COL1, and COL3 were measured via Western blotting. Proteins were extracted from the Achilles tendon tissues by homogenization using Pro-Prep Protein Extraction Solution (iNtRON Biotechnology, Seongnam, Korea). Homogenates were centrifuged at 13,000× g for 20 min at 4 °C. The protein concentration was measured using BCA Protein Assay Reagent (Pierce Biotechnology, Rockford, IL, USA). After gel electrophoresis and hybridization, the proteins were incubated with the following primary antibodies: 1:1000 anti-cAMP (500-9534; Abbomax, San Jose, CA, USA), anti-pAKT (sc-377556; Santa Cruz Biotechnology, Santa Cruz, CA, USA), anti-pCREB (ab32096; Abcam, Waltham, MA, USA), anti-TNF-α (sc-52746; Santa Cruz Biotechnology), anti-COL1 (MA1-26771; Invitrogen, Carlsbad, CA, USA), anti-COL3 (PA5-27828; Invitrogen), 1:2000 goat anti-rabbit IgG (H + L), horseradish peroxidase (HRP, 31463; Invitrogen), 1:2000 goat anti-mouse IgG (H + L), and HRP (31430; Invitrogen). Signals were detected using an Immobilon Chemiluminescence Kit (Merck, San Jose, CA, USA) and then quantified using ImageJ software version 1.53 (NIH). The band intensity per protein was normalized using β-actin as a control.

### 4.13. Statistical Analysis

The data were analyzed using SPSS version 22.0 (IBM Corp., Armonk, NY, USA). The Shapiro–Wilk test was used to assess data normality, whereas Student’s *t*-test was performed to compare the experimental groups [19,58]. Data are presented as means ± SD, with the significance level set at *p* < 0.05 [19].

## 5. Conclusions

In summary, PM exposure induced detrimental histological, ultrastructural, and biomechanical effects on the tendon healing of rats with ATR. Notably, the CREB signaling pathway may be associated with the action mechanism underlying the PM-induced effects on tendon healing and should be further investigated.

Moreover, tendon injury patients may have an increased risk of developing complications during healing when exposed to high levels of PM. Hence, specific precautions should be adopted.

### Limitations and Future Directions

However, several research gaps must be addressed in future studies. First, the exact action mechanism of PM on tendon healing should be simultaneously demonstrated using in vitro and in vivo studies. Second, epigenetic regulation by microRNAs, exosomes, and other factors on tendon healing after PM exposure should be investigated. Third, since our experiment duration was short, studies with longer time periods are required to reveal the long-term effects of PM exposure on tendon healing. Fourth, the effects of PM exposure on the models without injuries were not reported. We performed a preliminary in vivo study to estimate the effects of PM exposure on the models without injuries. However, there was no significant difference regarding the histologic study between the non-PM group and the PM group among the rat Achilles model without injuries.

Overall, additional in vitro and in vivo studies with longer durations are essential to validate the present findings. Moreover, further in vivo study investigating the effects of PM exposure on the models without injuries by multi-pronged approaches is needed.

## Figures and Tables

**Figure 1:**
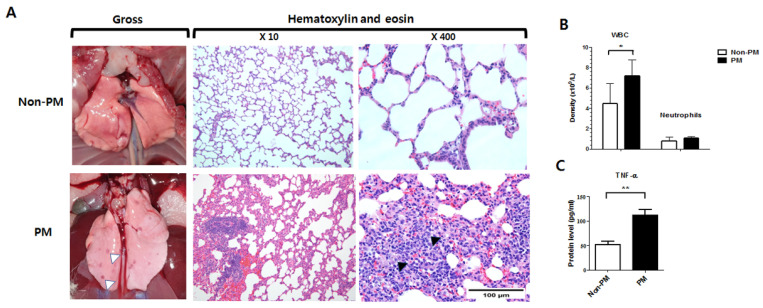
Evaluation of lung and systemic inflammation in particulate matter (PM)-exposed and control (non-PM) rats 6 weeks post-operation. (**A**) Gross and microscopic images of the lungs. Sections were stained with hematoxylin and eosin and observed under 10× and 400× magnification. The microscopic images revealed thickened interalveolar septa with increased numbers of lymphocytes and histiocytes. White arrow heads indicate the darkly spotted lesions in lungs of the PM group. Black arrow heads indicate the histiocytes in alveolar walls of the PM group. (**B**) White blood cell (WBC) and neutrophil densities in whole blood. (**C**) Serum levels of tumor necrosis factor-alpha (TNF-α). Data are presented as means ± SD. * *p* < 0.05, ** *p* < 0.005.

**Figure 2:**
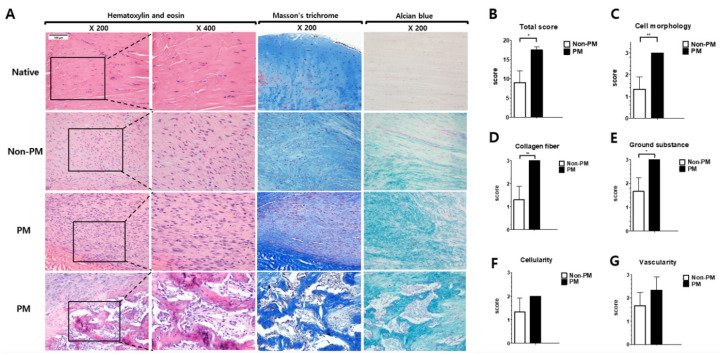
(**A**) Microscopic images of the Achilles tendons from native, control (non-PM), and PM-exposed rats 6 weeks post-operation. Additional images showing ossification (chondroid metaplasia in the marginal area and bone formation in the center) in the PM group are in the last row. Histological specimens were evaluated based on the modified Bonar score. The region with the greatest alteration in cell morphology was identified and evaluated. Images at 200× and 400× magnification of hematoxylin and eosin stain and 200× magnification of Masson’s trichrome stain and Alcian blue stain. Histological results showing the (**B**) total score, (**C**) cell morphology, (**D**) collagen fiber arrangement, (**E**) ground substance, (**F**) cellularity, and (**G**) vascularity of non-PM and PM groups. Data are presented as means ± SD. * *p* < 0.05, ** *p* < 0.005.

**Figure 3:**
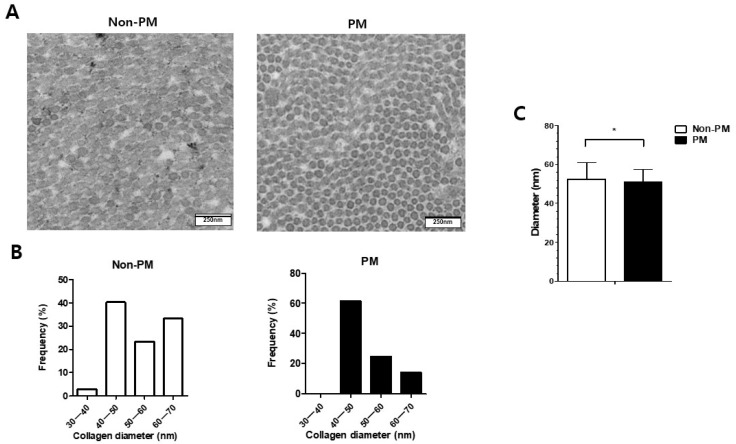
(**A**) Transmission electron microscopy (TEM) images of the collagen fibrils, (**B**) frequency of collagen fibril diameters, and (**C**) mean diameter of collagen fibrils in the Achilles tendons of control (non-PM) and PM-exposed rats 6 weeks post-operation. * *p* < 0.05.

**Figure 4:**
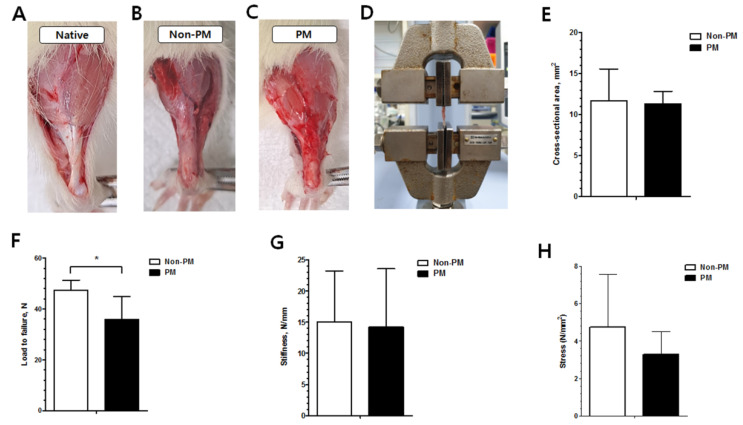
(**A**–**C**) Gross images of the tendons in native, control (non-PM), and PM-exposed rats 6 weeks post-operation. (**D**) Biomechanical testing machine. (**E**) Cross-sectional area, (**F**) load to failure, (**G**) stiffness, and (**H**) stress outcomes. * *p* < 0.05.

**Figure 5:**
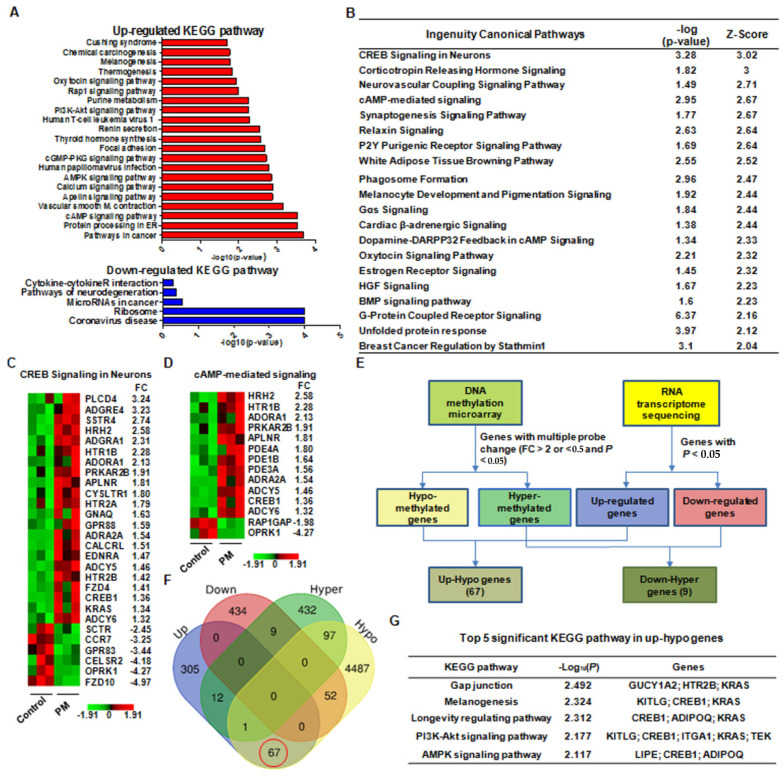
(**A**) Kyoto Encyclopedia of Genes and Genome (KEGG) pathways associated with the significantly upregulated and downregulated differentially expressed genes (DEGs) between particulate matter (PM)-exposed and control (non-PM) rats (*p* < 0.05). (**B**) Canonical pathways with significant Z-scores (>2) identified using ingenuity pathway analysis. Heatmaps showing the DEGs in the (**C**) cAMP response element-binding protein (CREB) and (**D**) cAMP signaling pathways. (**E**) Schematic diagram showing the methods and criteria for gene analysis. (**F**) Venn diagram showing the combined DNA methylation and transcriptome data. The red circle indicates 67 genes exhibiting hypomethylated/upregulated expression. (**G**) The top five KEGG pathways associated with the hypomethylated/upregulated genes.

**Figure 6:**
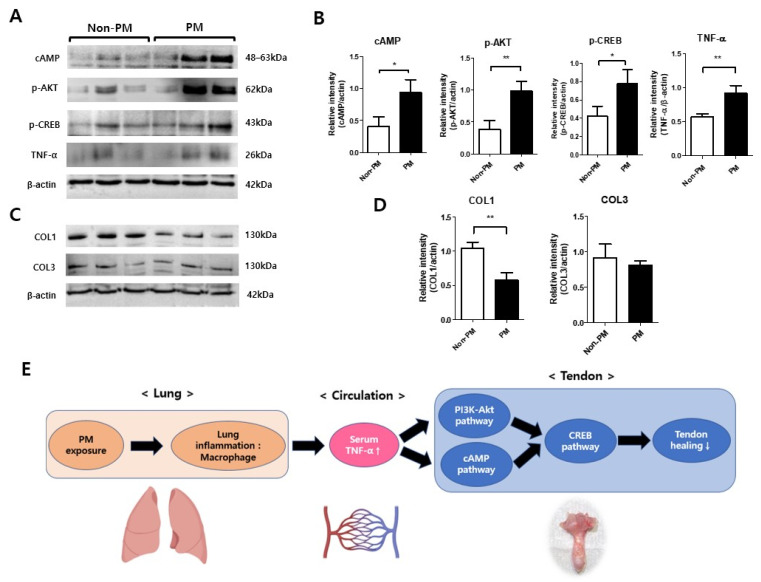
(**A**) Representative blots and (**B**) relative band intensities of cyclic adenosine monophosphate (cAMP), phosphorylated protein kinase B (p-Akt), phosphorylated cAMP response element-binding protein (p-CREB), and tumor necrosis factor-alpha (TNF-α). (**C**) Representative blots and (**D**) relative band intensities of collagen type I (COL1) and COL3 in the control (non-PM) and PM-exposed rats. The relative band intensity was normalized to β-actin. * *p* < 0.05, ** *p* < 0.01. (**E**) Proposed schematic diagram showing the action mechanism of PM exposure on tendon healing.

**Figure 7:**
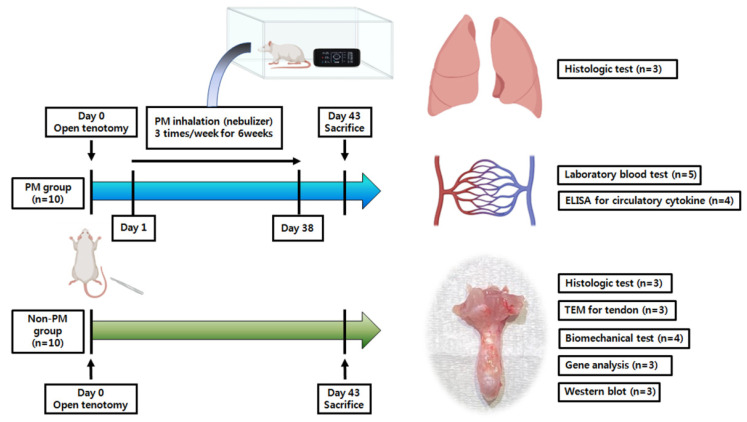
Overview of the experimental protocol. ELISA, enzyme-linked immunosorbent assay.

**Figure 8:**
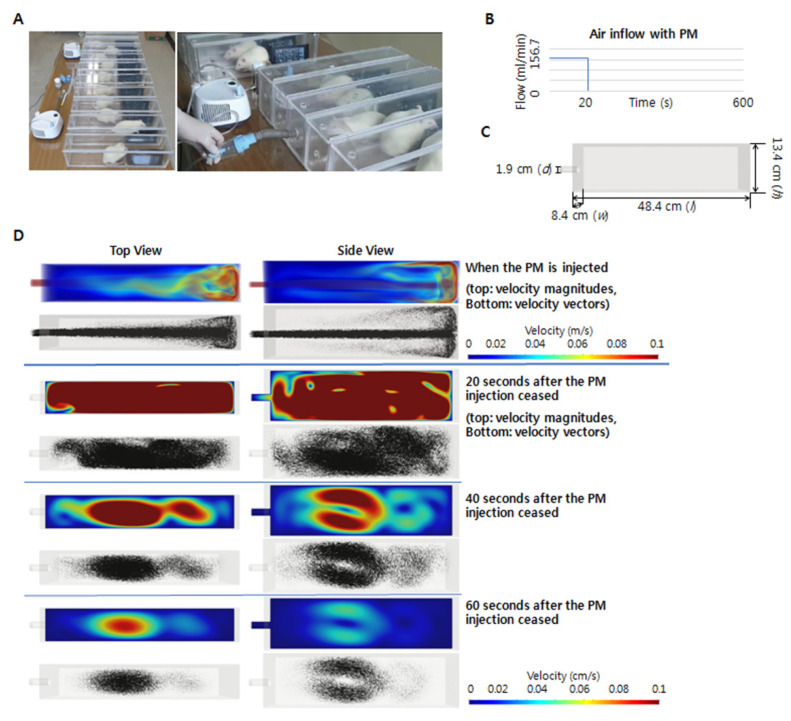
Methods followed for the PM exposure experiments. (**A**) Gross images of PM exposure using closed chambers and nebulizer systems. (**B**) Air inflow rate of the PM sample. (**C**) Dimensions of the closed chambers. (**D**) Simulations of the PM flow in the closed chamber 0, 20, 40, and 60 s after PM injection. d, diameter; w, width; l, length; h, height.

## Data Availability

Publicly available datasets were analyzed in this study. These data can be found here: GEO submission number GSE200709 and GSE200463.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23158170/s1.

How the deposited data were processed for this re-analysis (not part of the article)

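DNA methylation was measured on 3 custom 2-color arrays, each with tendon DNA of 1 PM rat in Cy5 and 1 non-PM rat in Cy3. The mapping of arrays to rats and dyes was taken from the sample labels and the methods, which name the same dyes. The 3 arrays lay on 2 slides (arrays 1 and 2 on one, array 3 on the other). RNA-seq was not analysed here.

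The authors deposited, for each array, the intensity of every spot as quantified by the Feature Extraction software, as raw median intensities, as background-subtracted intensities and as processed intensities after a linear dye normalization. The deposited log10 ratio of red over green comes from the same processed signals, with no LOWESS step. The authors also deposited a table with a linear ratio of PM over non-PM per probe after LOWESS normalization in GeneSpring, whose settings the text does not state. Its lowest value was 0.01. Its direction and scale were settled by setting each column against the log ratio of the same array. Flags of the software (control spots, outliers, saturation, well above background) were used as deposited, as other values without a unit.

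Control spots were left out, which left 389347 probes with 1 spot each. The log2 ratio of the processed intensities was normalized with limma's loess (version 3.58.1, R 4.3.3, data.table 1.17.8) at a span of 0.3 within each array, and outlier-marked spots were set to missing. An intercept was fitted per probe with lmFit and eBayes on the 3 ratios, with Benjamini-Hochberg adjustment over all probes. The prior had 5.33 degrees of freedom and a prior SD of 0.934, so that a probe needed a mean change beyond 2-fold to reach an unadjusted p of 0.05. Calls were counted at an adjusted p of 0.05, at an unadjusted p of 0.05, and at the latter with a 2-fold limit, as in Figure 5E.

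The alternatives fixed before the data were examined were median centring without loess, the deposited log ratio of the software, a loess span of 0.2, a normexp background correction with an offset of 50, the deposited ratios, a filter on probes well above background in both channels of all arrays, the slide as a block, the methods' t-test, whose form the text does not name, in a one-sample form on the ratios and in a two-sample form on the separate channels after loess and Aquantile scaling, limma on the 6 channels without the array as a block, and leaving out each array in turn. The normexp correction used median spot signals, since the files hold no mean spot signals. Added after the values were seen were the deposited ratios with the methods' t-test on log2 and on linear values, a 2-fold limit on all 3 arrays with no p, the 194673 probes with the higher mean of both channels (the brighter probes), all counts of runs of consecutive probe numbers, and the share of equal signs expected with an array 3 unrelated to the others. The deposited ratios were set against the paper's number of probes in 5 call definitions while that number was in view, and all 5 are reported.

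The array pairs 1 PM rat with 1 non-PM rat. Across probes, the deviations of the 2 channels of an array from their group means had r of 0.153, 0.101 and 0.207, while channels of different arrays had r between -0.191 and 0.0942. The pairing by array was part of the ratio in every test except the 2 fits on separate channels.

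The planned counts of genes, the values of named genes, the GC correction and the limit on the distance between neighboring probes were not run, since 0 of the probes carry a name other than their own number in the scanner files and the probe sequences are not used here. Pairs of probes were instead named by the rule of the weaker probe of the best neighboring pair, in each direction, among pairs changed the same way on all 3 arrays.

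The procedure was tested on simulated arrays of 389347 probes with an intensity-dependent bend and 200 probes changed by 3 on the log2 scale. With a noise SD of 0.3, 200 of the 200 changed probes passed the adjusted threshold, with 61 unchanged probes. With the same noise and no bend, 200 passed with 5 unchanged probes, so the loess left some of the bend in place. With a noise SD of 0.870, the median over probes of the real arrays, 196 passed with 9 unchanged probes. The simulated noise was independent between arrays and had the same SD for every probe. On the real arrays the spread differed between probes (prior of 5.33 degrees of freedom), and the ratios of arrays 1 and 2 had r = 0.830. So the simulations do not tell how many such changes the real arrays would reveal. The figures were drawn with matplotlib 3.10.9.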

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

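The runs of consecutive probe numbers, the brighter probes (194673, by the mean of both channels), and the deposited ratios with a t-test or with a 2-fold limit on all 3 arrays were chosen after the values were seen. The cause of the changes below was not tested, apart from fewer probes tested under the 2 filters and fewer arrays where one was left out.

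The number of probes past the adjusted threshold in limma was 0, with 110650 at an unadjusted p of 0.05. It stayed 0 under 9 of the 13 alternatives fixed beforehand, the methods' t-test in both forms included. It was 36107 with the slide as a block, a fit with 1 residual degree of freedom, between 1672 and 181739 with 1 array left out, and 3 for the t-test on linear deposited ratios. The highest value came without array 3.

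The number at the unadjusted threshold was 110650 and stayed within 1.5 times under median centring, the deposited log ratio, the other span, normexp, the deposited ratios, the slide block and the fit on the 6 channels with no array block (100890). It was 48325 among probes well above background, 42402 and 56935 by the one-sample and two-sample methods' t-test, and between 38508 and 221554 with 1 array left out. Among the added alternatives it was 43649 and 56971 for the deposited ratios with a t-test on log2 and linear values, and 65188 among the brighter probes. With the 2-fold limit added, it was 22991 under normexp, 47886 well above background, 31025 and 44959 by the methods' t-test, between 38508 and 212480 with 1 array left out, 31816 and 44328 for the deposited ratios with a t-test, 31819 for a 2-fold change on all 3 arrays, and 65184 among the brighter probes. Of the 110650 probes, 24604 of the hypomethylated and 4514 of the hypermethylated were shared with the one-sample t-test, which tests the same means and so cannot differ in sign. Of the same probes, 7 were called in the opposite direction under median centring and 5 with the deposited log ratio.

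The hypomethylated share of probes at the unadjusted threshold was 54.8%. It turned to 36.9% among probes well above background, a filter that removes probes by the PM signal that falls in hypomethylated probes. It was 66.2% with the deposited log ratio, 61.1% under normexp, 51.1% with the deposited ratios, 50.8% with the slide block, 74.7% and 60.0% by the one-sample and two-sample methods' t-test, and between 50.0% and 75.0% with 1 array left out. With the deposited ratios and a t-test it was 69.2% on log2 and 87.8% on linear values. It was above 50% in every alternative except that filter.

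The runs of hypomethylated probes numbered 13812, and 3649 under normexp, 3301 well above background, 4821 and 5907 by the methods' t-test, 4584 and 8942 for the deposited ratios with a t-test, 7685 among the brighter probes, and between 5832 and 21737 with 1 array left out. The runs of hypermethylated probes numbered 10261, and 631, 5353, 280, 1693, 412, 94 and 5713 in the same order, and between 970 and 22429.

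Pearson's r between arrays 1 and 2 rose from 0.830 to 0.937 among probes well above background, and the other pairs moved by less than 0.1 under both alternatives. Dim signals limit what can be read in both directions, since the PM signal of 73.6% of the hypomethylated probes and the non-PM signal of 48.5% of the hypermethylated probes were not well above background on at least 1 array. Gene counts, named genes and the GC correction were not run.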

Differences from the paper's values

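The paper's number of probes retained is the number found here. The paper's number of differentially methylated probes, from Student's t-test, is 28046 (7.20% of the probes). Here limma gave 110650 (28.4%) at the unadjusted threshold, and the 2-fold limit removed none of them. The paper's 23844 hypomethylated probes (6.12%) stand against 60596 (15.6%) in limma, and its 4202 hypermethylated probes (1.07%) against 50054 (12.9%). The tests differ, so these are not like values. With the methods' t-test and the 2-fold limit, the one-sample form gave 31025 probes (25727 hypomethylated and 5298 hypermethylated). The two-sample form gave 44959 (29506 and 15453).

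Of the alternatives set before the data were examined, with the 2-fold limit, 4 gave a total within 1.5 times of the paper's: normexp (22991), the methods' one-sample t-test (31025), and the fits without array 1 (38608) and without array 2 (38508). For the hypomethylated probes these were normexp (18068), the probes well above background (17623, though as 11.3% of the 156453 probes tested it differs from the paper's 6.12%), the methods' t-test in the one-sample (25727) and two-sample (29506) form, and the fits without array 1 (28966) and array 2 (26973). For the hypermethylated probes they were normexp (4923) and the one-sample t-test (5298). The normexp offset of 50 draws the ratios of dim probes toward 1, and without the 2-fold limit normexp gave 85168 probes, so its nearness to the paper's numbers rests on that limit. Under the p alone, the total was within 1.5 times without array 1 and without array 2 (38608 and 38508), the hypomethylated number also by the methods' t-test in both forms (31671 and 34173) and among probes well above background (17816, of the fewer probes tested), and the hypermethylated number in none. The other alternatives stayed further from the paper's values.

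The deposited ratios were also tried in 5 call definitions, chosen after seeing the values. A t-test on log2 ratios gave 43649 (30197 hypomethylated and 13452 hypermethylated), and 31816 (24811 and 7005) with the 2-fold limit. A t-test on linear ratios gave 56971 (50021 and 6950), and 44328 (41585 and 2743) with the limit. A 2-fold change on all 3 arrays gave 31819 (26431 and 5388). None gave the paper's numbers. The paper's numbers of genes were not compared, since genes were not counted here.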

Other observations

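The tests on the channels of the arrays and on the within-array normalization were chosen after the patterns had been seen. Those on dim spots, on regroupings and on the array surface were written down before their values were computed. The set of brighter probes, used in a test on dim spots, was itself added after other values had been seen.

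The non-PM channels of arrays 1 and 2 stood apart from the other 4 channels, the non-PM channel of array 3 included. The values argue against a slide difference common to both dyes, since the PM channel of array 3 had a mean r of 0.889 with the PM channels of the other slide. They argue against the Cy3 dye as such, since the 3 Cy3 channels did not share the profile (mean r of 0.587 between non-PM 3 and non-PM 1 and 2). The exposure stays open. Non-PM 3 had a mean r of 0.895 with the PM channels, as the PM channels had among themselves, which the exposure would not give if that channel holds DNA of an unexposed rat, but would give if its label is wrong. A batch effect in the Cy3 labeling or enrichment of arrays 1 and 2 alone stays open.

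A lower methyl-DNA enrichment of non-PM DNA 1 and 2 is a candidate explanation. The 99th percentile of the signal was 13.9 times the median or less in these channels, against 48.9 to 70.6 in the other 4. The log2 ratio on arrays 1 and 2 rose with the signal of the same probes on array 3 (mean r of 0.529), but any other profile of these channels would give a positive value too, so this does not decide it. That trend is not the whole of the pattern. On ratios without the intensity-dependent loess, arrays 1 and 2 had r = 0.842 before it was removed and 0.770 after. This does not limit the enrichment explanation, since channels enriched poorly in the same way could share a profile beyond that trend. A wrong label of the non-PM channel on array 3 stays open. The SD of the log2 difference between its channels, over probes well above background, was 0.634, within the 0.554 to 0.640 found between PM rats, and how far array 3 follows arrays 1 and 2 cannot be told apart from dye bias of the probes, since no dyes were swapped. The names of the scanner output give both rats of an array the same number on arrays 1 and 2 and different numbers on array 3, while naming the PM rat as the labels do, which leaves the question open. Every call here that rests on array 3 takes its label as given. The paper does not report on these channels.

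Where a probe was at least 2-fold lower on arrays 1 and 2 (88528 probes), the log2 ratio on array 3 was negative in 64.5%, with a median of -0.40. Where it was at least 2-fold higher (89035 probes), it was positive in 62.1%, with a median of 0.13. Over all probes the log2 ratio on array 3 was negative in 49.3% and positive in 50.7%. Of the probes lower on arrays 1 and 2, 31.1% were at least 2-fold lower on array 3, against 12.9% of all probes. In the same probes, 11.7% were at least 2-fold higher on array 3, against 9.82% of all probes. Of the probes higher on arrays 1 and 2, 4.58% were at least 2-fold higher on array 3 and 3.24% at least 2-fold lower. Both shares were below those of all probes (9.82% and 12.9%), so the low share of higher probes does not show that array 3 went the other way. Flipping the sign of array 3 still left 44033 probes past the unadjusted threshold and 2-fold, whereas flipping array 1 or array 2 left 226 and 223.

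Of the 4 ways to set the signs of the 3 arrays, 1 gave as many probes past the unadjusted threshold and 2-fold as the real one, the real one itself, and of the 10 splits of the 6 channels into 3 and 3, 1 did. The smallest shares these designs allow are 0.25 and 0.1, so chance cannot be excluded. Among the other splits, the largest number (70530) came from the one that put PM 1 with non-PM 1 and 2.

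The excess of hypomethylated over hypermethylated calls may depend on dim spots or on the scaling. The share was 36.9% among probes well above background, but that filter removes probes by the PM signal that falls in hypomethylated probes, so it does not decide. Among the 194673 probes with the higher mean of both channels, the share was 51.6%, and 3.69 percentage points was the SD between arrays of the share among probes changed 2-fold. Under 5 other normalizations it was lowest at 51.1%. Neither explanation was excluded.

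The log2 ratios of probes with consecutive numbers were alike (r = 0.605, 0.601 and 0.319 on arrays 1 to 3), and less so for probes 10 numbers apart (0.107, 0.110 and 0.0586). Position on the array surface is argued against, since spots in neighboring columns of a row had r of at most 0.00934 over 359721 pairs. One hypothesis is that the numbers follow the genome, so that neighbors share a captured fragment. It was not tested, and no biological explanation was tested for it.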
